A study of Mus musculus with 3 samples. Its data were reported in "High-resolution targeted 3C interrogation of cis-regulatory element organization at genome-wide scale" (2021).

How the data were processed

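Contacts of promoter fragments were measured by nuclear-titrated Capture-C with DpnII in 3 libraries of ter119+ mouse erythroid cells, which form 1 group. The authors aligned the paired reads and removed PCR duplicates with the CCseqBasic programs, counted unique ligation events (reporters) between each viewpoint and each DpnII fragment, and scaled them with CaptureCompare. The deposited signal values are reporters per 100000 cis reporters of the same viewpoint in the same library, in 1 column per library. The version of the aligner is not stated. A second deposited file lists the viewpoints with start and end positions. The 3 columns carry no names, so they were treated as replicates of the group without a number.

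Positions were compared with the mm9 genome (NCBIM37) digested in silico into 6407802 DpnII fragments. The interaction table held 47812899 contacts of 7184 viewpoint names, all on the chromosome of the viewpoint, and it listed 77.8% of all fragments. The viewpoint list held 7197 viewpoints with 7189 distinct names. Of these names, 8 were listed for 2 viewpoints each, and these 16 viewpoints were left out wherever a position was needed, since their counts share a name. A further 5 viewpoints had no contacts listed. This left 7176 viewpoints with a position. The end of 4 listed viewpoints missed the next DpnII site, and their fragment was taken from the start position. The 144 contacts off the fragment map were left out of analyses by fragment. Targeted fragments appeared in 0 contacts, so contacts between targeted fragments themselves were not analysed here.

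Each viewpoint summed to 100000 in each library, so counts were worked back by taking the smallest value above 0 of each viewpoint and library as 1 event. With a tolerance of 0.01 reads, 100% of values came out whole in library a, 100% in library b and 100% in library c. The unit had been planned as a signal, and count tests were run on these worked-back counts. Cis depth was 18230099 events in library a, 34428035 in library b and 34233560 in library c. Shares have exact binomial (Clopper-Pearson) 95% intervals. Libraries were compared with a chi-square test of their counts in each range of distance. Libraries b and c agreed within sampling noise up to 1 Mb, while library a differed from both. Pairs seen in 2 libraries were counted after thinning in 10 draws to the same depth per viewpoint, and to a mean of at most 0.2 events per fragment. For calculations by library, the mean of libraries b and c was used as 1 of 2 samples in each mean and SD. Counts were summed over all 3 libraries for calling.

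Apart from the decay slope, analyses of profiles used viewpoints with at least 1000 cis events in the sum. They used fragments from 2.5 kb to 1 Mb from the viewpoint midpoint. The decay slope was a least-squares fit over 20 bins evenly spaced on a log scale from 10 kb to 1 Mb. It used all 7176 viewpoints with a position, without a minimum number of events. For calling, the expected count of a pair was the mean of its distance bin, out of 50 bins, times the total of the viewpoint in range. The negative binomial dispersion of each bin was taken by moments from all tested pairs. A pair was called when its upper-tail p, adjusted by the Benjamini-Hochberg method over all pairs, was under 0.05 and its count was above expectation in each of the 3 libraries. The program peaky, with which the authors called interactions, was not run, and only its range of distance and the negative binomial model by distance were followed. Fragments listed for at least 1 viewpoint were tested, and targeted fragments were left out.

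Called fragments next to each other were merged into clusters, and the share of viewpoints with all clusters on the same side was compared with 10000 draws in which each cluster took a side in proportion to the fragments tested there. Contacts next to other viewpoints were measured at fragments 1 to 2 places away and compared with fragments holding the same positions shifted at random by 10 to 50 kb, in 1000 draws. This rule replaced an earlier one, which took the fragment with the next midpoint, after the first result had been seen. The reason was that next midpoints gave fragments of another length. Both values are given in the closing section. Reciprocity was tested by permuting viewpoint pairs with 100000 resamples. Differences of medians between viewpoints under 300 bp and longer viewpoints were tested with 100000 resamples, and their alternatives with 10000. Sequence shared between a viewpoint and a fragment was searched as identical words of 30 bases on either strand. CTCF motifs were searched as the core of the binding motif, in both orientations, and called fragments were compared with uncalled fragments of the same distance and length.

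Items named one by one were chosen by a rule set with the design. It covered viewpoints of genes that the study displays or discusses, of which 15 were in the viewpoint list, and the 5 viewpoints with the most called fragments. Nprl3 was on the rule's list but had no viewpoint of its own name. The result of 1 of the 15 viewpoints is not reported here. The alpha-globin viewpoints appear under the names Hba-1 and Hba-2. Named pairs were the 5 called pairs over 50 kb apart with the highest observed over expected count among those with at least 30 events, with at most 1 per viewpoint. Gene parts at named positions came from the GENCODE annotation of mm9.

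The caller, the flank comparison, the reciprocity test and limma were tested on simulated data. For the caller, counts were drawn with the dispersion fitted without the highest 0.1% of counts, which is smaller than that of the main test. The pairs to be raised 10-fold were taken from those with an expected count of at least 5. The shares of them found hold for such pairs alone. With counts drawn for the 28839715 pairs and 200 of them raised 10-fold, the caller found 113, or 56.5%, and 5.83% of its calls were false. With 20 further pairs raised 1000-fold, it found 51.5% of the 200, and with the highest 0.1% left out of the dispersion it found 58.5%, of whose calls 9.27% were false. The flank comparison gave 1.00 where the true fold was 1 and 1.47 where it was 1.5. With no reciprocity simulated, r was 0.00730 and rho was 0.0285. On 1152146 pairs with a spread between fragments shared by the libraries, limma with a variance that follows the expected value found 93% of raised pairs, but 99.6% of its calls were false. With 1 prior variance for all pairs, 99.3% were false. The counts of limma are therefore given only as alternatives and are not used as results.

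The alternatives covered minimum depth, distance range, scale, bin size, weighting, normalization, fragment length, dispersion, thresholds, cluster and flank definitions, and each library left out in turn. Those chosen after the data had been seen are named in the closing section. The share of contacts with other chromosomes and a comparison of active with inactive viewpoints were planned, and they were not analysed here, since the table lists cis contacts only and the list carries no such classes. Analyses were run in Python 3.11.15 with numpy 2.4.6, scipy 1.17.1, pandas 2.3.3 and matplotlib 3.10.9, and in R 4.3.3 with limma 3.58.1.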

Results

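Contacts of gene promoters were measured with nuclear-titrated Capture-C in mouse erythroid cells selected for the surface marker ter119. In this assay, chromatin in nuclei is digested with the restriction enzyme DpnII, fragments that lie close together are ligated, and biotinylated probes enrich the ligation products of chosen fragments. The chosen fragments lay at promoters and are called viewpoints here. Each value counts unique ligation events between a viewpoint and another DpnII fragment of the same chromosome (cis events). The cells came from spleens of mice treated with phenylhydrazine, which causes anemia and fills the spleen with erythroid cells. The series held 3 libraries in 1 group and no control group. All comparisons were therefore made between distances, fragments or viewpoints within the libraries. The table did not name its columns, so the libraries are called a, b and c in the order of the columns. All positions are in the mouse build mm9.

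The table listed contacts of 7184 viewpoint names. Library a held 18230099 cis events, library b held 34428035 and library c held 34233560, which summed to 86891694. The median number of cis events per viewpoint was 1377 in library a, 2561.5 in library b and 2532 in library c. Within 1 Mb of the viewpoint, libraries b and c differed by less than the sampling noise and were counted as 1 sample. Their chi-square per fragment was 0.694 from 2.5 to 10 kb, 0.780 from 10 to 100 kb and 0.927 from 100 kb to 1 Mb, where sampling noise alone gives 1. The same comparison of library a with library b gave 1.23, 1.16 and 1.19 in those ranges. Viewpoint totals of libraries b and c differed slightly more than sampling noise, with a chi-square per viewpoint of 1.54, against 107 for libraries a and b. As a cautious choice, means and standard deviations below have n = 2, formed by library a and by the mean of libraries b and c. The paper describes 3 independent libraries, and close counts alone do not make 2 of them 1 sample. Further than 1 Mb away, libraries b and c differed by more than sampling noise. There the chi-square per fragment was 1.70 from 1 to 10 Mb and 4.33 over 10 Mb. Statements on 3 of 3 libraries count b and c separately. With n = 2, the SD is itself poorly determined. Viewpoints, fragments and pairs of fragments are not independent replicates, and p-values computed over them describe these libraries only.

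The first comparison asked how many viewpoints reached a depth that gives a usable profile. In the sum of the libraries, 6725 of 7184 viewpoints, or 93.6% (exact binomial 95% interval 93.0% to 94.2%), had at least 1000 cis events. Intervals of this kind cover counting error only. A minimum of 5000 events moved this share most, to 60.6%. In single libraries, the share of viewpoints with at least 1000 events was 63.1% in library a, 80.5% in library b and 80.5% in library c, and its mean was 71.8% ± 12.3 (SD, n = 2). Of all cis events, 1.17% ± 0.211 (SD, n = 2) lay within 2.5 kb of the viewpoint. The share from 10 to 100 kb was 15.0% ± 1.73 (SD, n = 2), and the share from 100 kb to 1 Mb was 19.7% ± 0.988 (SD, n = 2). Events over 10 Mb away made up 36.8% ± 2.95 (SD, n = 2).

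Depth was uneven along the genome. The 201 viewpoints of chromosome X had a median of 56954 cis events in the sum of the libraries. A stretch of chromosome 9 from the viewpoint of Timm8b and Sdhd at 50411503 to the viewpoint of Dbr1 at 99476395 held 158 viewpoints with a median of 64839 events. The other 6817 viewpoints had a median of 6114 events. Relative to these, depth was 9.32-fold on chromosome X and 10.6-fold in the chromosome 9 stretch. The fold on chromosome X was 9.20 in library a, 9.72 in library b and 9.62 in library c. Among the other autosomes, the stretch that stood out most was on chromosome 8, where the median was 2.49 times that of the rest of the chromosome. Depth over 30000 events was reached by 202 of the other 6817 viewpoints. This deep set of viewpoints was found in the data, and it is not a group of the study. The length, decay, calling, side and promoter results below were repeated without it.

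**Figure D1:**
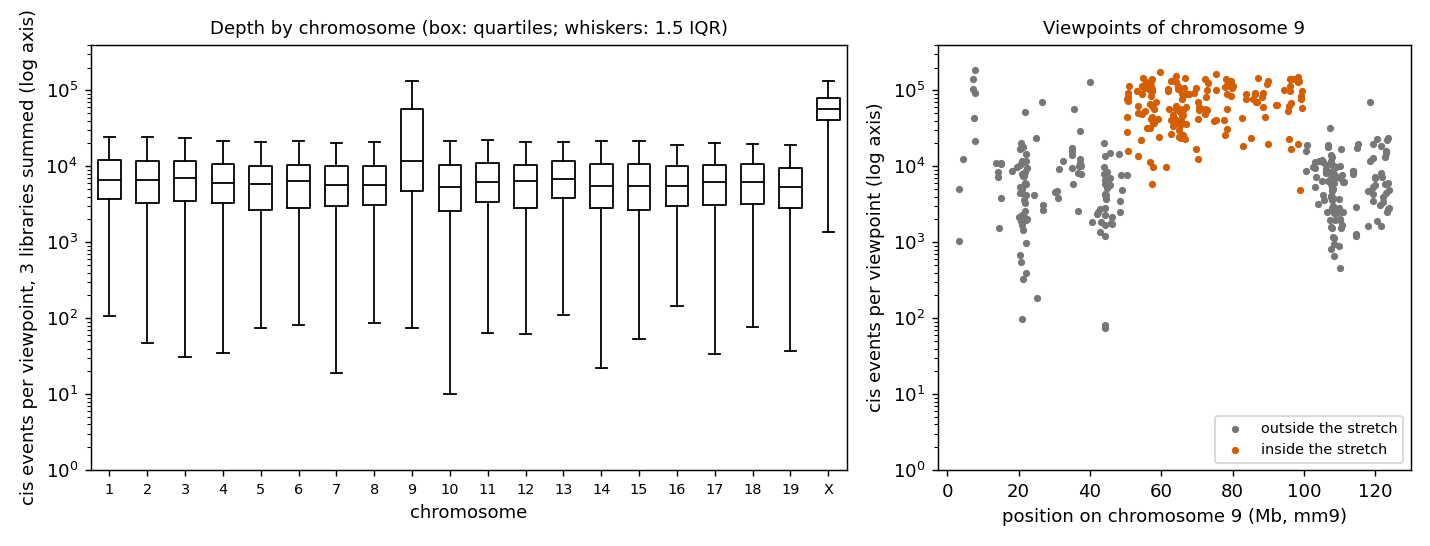
Cis events per viewpoint, summed over the 3 libraries, by chromosome (left, boxes from the lower to the upper quartile with a line at the median and whiskers of 1.5 times the box height) and by position on chromosome 9 (right, 1 point per viewpoint), both on log axes. Chromosome X has a median of 56954 events, and the marked stretch of chromosome 9 has a median of 64839 events.

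The next comparison asked whether short viewpoint fragments gave different yields, since short fragments have been linked to more contacts with other chromosomes in this assay. The table listed cis contacts only, so cis depth was compared in place of the share of contacts between chromosomes. The 748 viewpoints under 300 bp had a median of 4217 cis events and the 5970 longer viewpoints had a median of 7400 events. The difference was 3183 events, larger in longer viewpoints, with a two-sided permutation p of 1e-05, the smallest that 100000 resamples can give. Among the other length limits and depth minimums tried, a minimum of 5000 events moved it most, to 1028 events. The difference was 519.5 events in library a, 1291.5 in library b and 1296 in library c, higher in longer viewpoints in 3 of 3 libraries. The 3 permutation p-values were 1e-05 each, before and after Benjamini-Hochberg adjustment. Summed over fewer libraries, it was 2615 events without library a, 1886 without library b and 1880.5 without library c. Among viewpoints with no minimum number of events, the difference was 3393 events. Of these, viewpoints outside the deep set had a difference of 3241.5 events with a permutation p of 0.0001, the smallest that 10000 resamples can give. Those inside the deep set had a difference of 20666.5 events with a permutation p of 0.0075.

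Agreement between libraries was measured as the squared Pearson correlation of the profile of each viewpoint from 2.5 kb to 1 Mb. Over 6718 viewpoints, the median was 0.304 for libraries a and b, 0.305 for a and c, and 0.383 for b and c. Their mean was 0.331. Sums over 5 kb bins moved it most, to 0.832. These correlations are across fragments within a viewpoint, and fragments are not independent replicates. For the viewpoints of the alpha-globin genes, the beta-globin genes and Slc25a37, the squared correlation at single fragments lay between 0.693 for Hba-2 in libraries a and c and 0.867 for Hbb-b1 in libraries b and c.

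The decay of contacts with distance gives the background against which distal contacts are called. From 10 kb to 1 Mb, the slope of the mean count on distance, both on log10 scales, was −0.863 ± 0.0309 (SD, n = 2). It was −0.885 in library a, −0.842 in library b and −0.841 in library c. Among the 8 alternatives tried for all viewpoints or with the deep set left out, scaling each viewpoint to the same total moved it most, to −0.916. Without scaling, the slope was −0.846 ± 0.0466 (SD, n = 2) for chromosome X alone. For the chromosome 9 stretch alone it was −0.797 ± 0.0391 (SD, n = 2). With viewpoints scaled, the slope was −0.865 ± 0.0398 (SD, n = 2) for chromosome X, −0.814 ± 0.0351 (SD, n = 2) for the chromosome 9 stretch and −0.919 ± 0.0218 (SD, n = 2) for the other viewpoints.

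**Figure D2:**
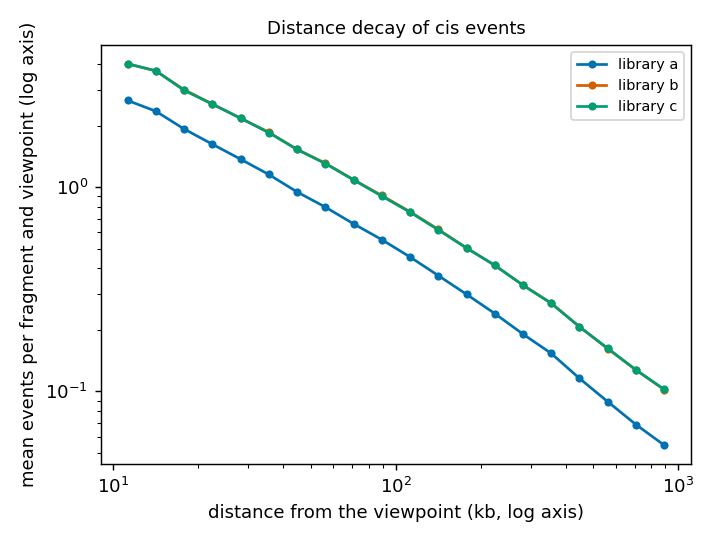
Mean number of cis events per fragment and viewpoint (log axis) against distance from the viewpoint in kb (log axis), 1 line per library, from 10 kb to 1 Mb. Libraries b and c lie on each other and above library a, which had fewer events, and the slopes lie between −0.885 and −0.841.

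Distal contacts were called where the summed count of a fragment exceeded the count expected from its distance and from the total of its viewpoint. Of 28839715 pairs of a viewpoint and a fragment tested over 6718 viewpoints, 248 passed an adjusted p of 0.05 in the negative binomial test and exceeded expectation in each library. They belonged to 155 viewpoints, or 2.31% of those tested, and 102 of these had 1 called fragment. The median distance of called fragments was 194 kb, and 84 of them, or 33.9%, lay within 100 kb. This number rested on the dispersion more than on any other setting. With Poisson counts, which allow no spread beyond sampling, 176231 pairs were called. With the highest 0.1% of standardised counts left out of the dispersion, 1004 pairs were called, and with the highest 1% left out, 2355. These 2 exclusions were chosen after the data had been seen. The dispersion of the 50 distance bins had a median of 0.972 but reached 1419, and it was above 10 in 9 bins. Calls in those bins needed counts further above expectation, so the distances of called fragments do not show where contacts lie in general. The median distance was 183 kb with the highest 0.1% left out of the dispersion and 244 kb with the highest 1% left out.

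**Figure D3:**
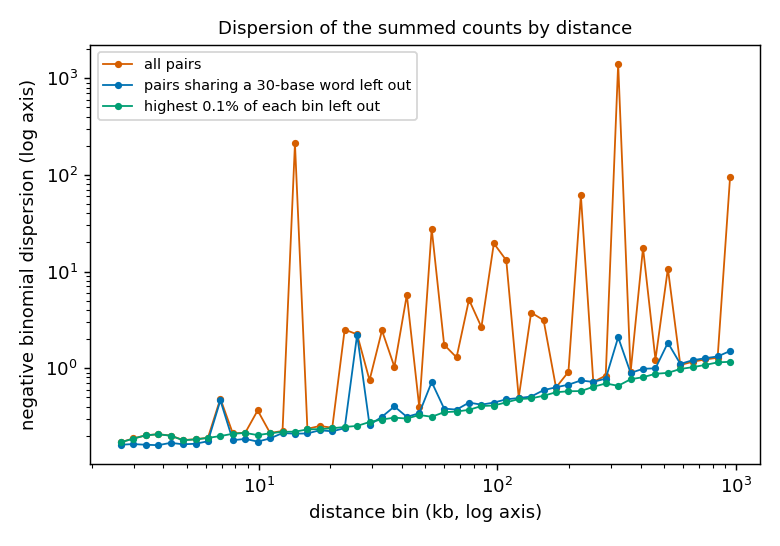
Dispersion of the negative binomial test (log axis) against the distance bin in kb (log axis), computed from all pairs, without pairs that share a 30-base word with the viewpoint, and without the highest 0.1% of counts. With all pairs the highest value is 1419, against 2.21 without shared words and 1.16 without the highest counts.

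The 5 called pairs named by rule all joined a viewpoint to a fragment holding at least 1 identical stretch of 30 bases. The viewpoint of Rsph3a contacted chromosome 17 at 7152952 to 7153219, an exon with untranslated sequence of Rsph3b, with an observed over expected count of 8762 ± 384 (SD, n = 2). The viewpoint of Zfp943 and Zfp942 contacted chromosome 17 at 22498008 to 22498342, an exon with untranslated sequence of Zfp944, with a ratio of 3048 ± 268 (SD, n = 2). The viewpoint of Gm5885 contacted chromosome 6 at 133242155 to 133242355, an exon with untranslated sequence of 5530400C23Rik, with a ratio of 2460 ± 113 (SD, n = 2). The viewpoint of Ahctf1 contacted chromosome 1 at 181209536 to 181209567, in an intron of Smyd3, with a ratio of 2017 ± 211 (SD, n = 2). The viewpoint of Mthfs contacted chromosome 9 at 88615399 to 88615582, in an intron of the overlapping annotations Gm10634 and Gm17683, with a ratio of 2068 ± 55.9 (SD, n = 2). All 5 exceeded expectation in 3 of 3 libraries, and their adjusted p in the negative binomial test lay between 3.4e-80 and 2.37e-15. The distance of these pairs ranged from 237 kb for Gm5885 to 985 kb for Rsph3a. Among all called fragments, 82 of 248, or 33.1% (exact binomial 95% interval 27.2% to 39.3%), shared a 30-base word with their viewpoint, against 0.258% of uncalled fragments at the same distances. Of the 50 highest ratios, 45 belonged to such fragments. Fragments that shared a word or lay within 5 places of one that did made up 48.0% of called fragments, against 2.72% of uncalled fragments at the same distances. Reads from shared sequence can be placed at either position, so these contacts are uncertain.

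**Figure D4:**
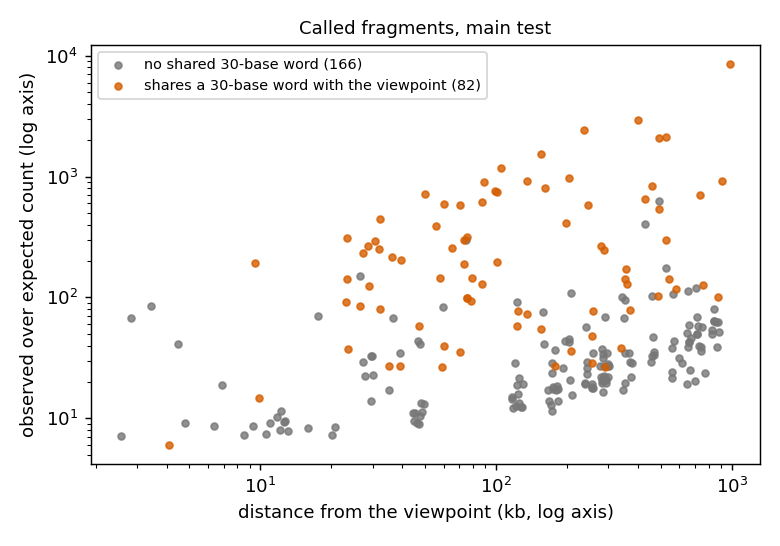
Observed over expected count (log axis) of the 248 called fragments against distance from the viewpoint in kb (log axis), with the 82 fragments that share a 30-base word with their viewpoint marked. The marked fragments take 45 of the 50 highest ratios.

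Of 15 viewpoints listed by name before the counts were seen, 3 had called fragments. None of those called fragments shared a word with its viewpoint, but some lay close to a related viewpoint. Hba-2 had 3, of which 2 lay at chromosome 11 from 32183838 to 32184112 and from 32184113 to 32184705 in exons of Hba-a1. Their ratios were 12.0 ± 1.63 (SD, n = 2) and 10.7 ± 1.41 (SD, n = 2). The other lay at 32146903 to 32148395, an exon with untranslated sequence of Nprl3, 48.6 kb away, with a ratio of 12.6 ± 3.71 (SD, n = 2). Hbb-b1 had 6 called fragments, the most of any viewpoint among the 248 calls, between 12.7 and 47.7 kb away. Hbb-b2 had 3, between 15.9 and 44.9 kb away. The 2 called fragments of Hba-2 in Hba-a1 lay within 1 kb of the Hba-1 viewpoint, which ends at 32183821. Likewise, 2 of Hbb-b1 lay within 1 kb of the Hbb-b2 viewpoint, and 1 of Hbb-b2 lay within 1 kb of the Hbb-b1 viewpoint. These contacts between related genes are uncertain too. The names of these 2 viewpoints are those of the viewpoint list, and the gene annotation used here gives the names Hbb-b1 and Hbb-b2 the other way round. With the highest 0.1% of counts left out of the dispersion, the number of called fragments was 21 for Hbb-b1, 19 for Hbb-b2, 5 for Hba-2 and 3 for Hba-1. The most for any viewpoint was then 27, so Hbb-b1 no longer ranked first. The viewpoints of Slc25a37, Cish, Tusc2, Rbm6, Uba7, Apeh, Gpx1, Nfe2l1, Actb and Pabpc1 had 0 called fragments in both cases. With calls from another program, the paper reports interactions of Actb and Pabpc1 with super-enhancers of mature erythroid cells. A count of 0 here is therefore no evidence that these promoters lack distal contacts. The most called viewpoints after Hbb-b1 were C130026I21Rik with 5 called fragments, of which 1 shared a word, and Desi2, Gm3604 and Hist1h2ad_Hist1h2bf with 4 each. Desi2 had 1 and Gm3604 had 2 that shared a word. Viewpoints with at least 4 called fragments numbered 9, and ties were broken by name.

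Another comparison asked whether the called fragments of a viewpoint gathered on the same side of it. Neighbouring called fragments were merged into clusters, and 33 viewpoints had at least 2 clusters. All clusters lay on the same side for 29 of these 33, or 87.9% (exact binomial 95% interval 71.8% to 96.6%). When each cluster took a side at random, in proportion to the fragments tested on that side, 42.8% (95% of draws from 27.3% to 57.6%) were expected, and the two-sided simulated p was 0.0002, the smallest that 10000 draws can give. Of 4 viewpoints with at least 4 clusters, 3 had all on the same side, with a two-sided simulated p of 0.063. Poisson counts moved the share most, to 13.2% of 6331 viewpoints, against 5.57% expected. Merging called fragments within 50 kb of each other, a definition chosen after the data had been seen, changed the call. It left 7 of 11 viewpoints, or 63.6% (exact binomial 95% interval 30.8% to 89.1%), against 44.4% expected, with a simulated p of 0.32.

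Contacts between promoters were measured at the fragments 1 to 2 places from other viewpoints, since the table listed no targeted fragment as a contact. Over 333292 pairs, the observed over expected count was 1.42 ± 0.0146 (SD, n = 2). Copies of the same fragments shifted at random by 10 to 50 kb had a ratio of 1.14 ± 0.00376 (SD, n = 2). The fold over shifted copies was 1.24 ± 0.00870 (SD, n = 2), and it was 1.24 in library a, 1.25 in library b and 1.25 in library c. The one-sided permutation p was 0.001 in each library, before and after adjustment over the 3 libraries, and this is the smallest that 1000 draws can give. Weighting each viewpoint equally moved the fold most, to 1.56. The lowest fold among the alternatives was 1.08, at fragments 1 place away only. By distance between the viewpoints, the fold was 0.872 ± 0.0179 (SD, n = 2) from 2.5 to 10 kb, 1.18 ± 0.0135 (SD, n = 2) from 10 to 50 kb and 1.42 ± 0.0145 (SD, n = 2) from 500 to 1000 kb.

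**Figure D5:**
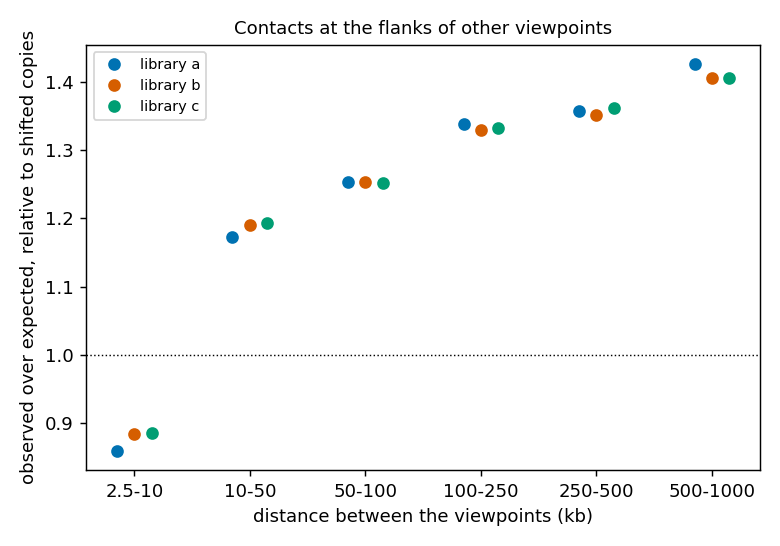
Observed over expected count at fragments next to other viewpoints, divided by that of shifted copies, against the distance between the viewpoints in kb, 1 point per library. The mean fold is 0.872 in the nearest class and 1.42 in the furthest.

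Each contact between 2 viewpoints was measured from both ends, which allowed a comparison of the 2 measurements. Across 42295 pairs of viewpoints, the ratio at the flanks of the second viewpoint seen from the first was correlated with the reverse measurement. Pearson's r was 0.103 in library a, 0.173 in library b and 0.152 in library c, with a mean of 0.132 ± 0.0422 (SD, n = 2). Spearman's rho was 0.129 in library a, 0.142 in library b and 0.155 in library c. In the sum of the libraries, r was 0.229 with a two-sided permutation p of 5e-05 and rho was 0.206 with a permutation p of 1e-05, the smallest that 100000 resamples can give. Counting both coefficients, 6 relations were computed in single libraries, and their permutation p-values adjusted over the 3 libraries were at most 5e-05. Fragments shifted by 10 to 50 kb gave a mean r of 0.0326 and a mean rho of 0.0451 in the sum. In library a, shifted fragments gave a rho of 0.105 (95% of draws from 0.0957 to 0.115), so little of its rho was specific to the flanks. Shifted fragments gave a rho of 0.0717 (0.0611 to 0.0825) in library b and 0.0709 (0.0617 to 0.0794) in library c. In these libraries part of the rho was therefore not specific to the flanks, and part of it was. Restriction to the deep set, which was defined after the data had been seen, moved r most, to 0.477. The pairs of viewpoints share viewpoints and are not independent replicates.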

Values the study reported

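The study targeted 8055 promoters through 7195 DpnII fragments. It reported 140.8 M unique ligation events. More than 1000 unique cis events were reported for 93.5% of targets (n = 6730). Between replicates, the squared Pearson correlation at the globin and Slc25a37 loci was reported as 0.86–0.92. With the program peaky, the study called 473,270 interacting fragment pairs, which covered 75.8% of viewpoints (n = 5451). Of promoters that interacted with more than a single enhancer, 65.4% (n = 1403) were reported to have all of them on the same side.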

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

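Chosen only after the data had been seen were the tests that left the highest 0.1%, 1% or 0.01% of counts out of the dispersion. The same holds for those that left out pairs with shared words, tested every DpnII fragment, summed 5 kb windows or used limma. It also holds for those that split by the deep set, merged fragments within 50 kb or counted libraries b and c as 2 samples. For shifted copies, the main rule was the one chosen after the first result had been seen. Copies at the next midpoint followed the rule used first. The other alternatives were set before the data were examined.

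The share of viewpoints with at least 1000 cis events changed by construction to 97.0% with a minimum of 500 and to 60.6% with a minimum of 5000. With 1 library left out it lay between 88.7% and 91.2%, as fewer events were summed. The agreement between libraries fell from 0.331 to 0.179 from 10 kb to 1 Mb, to 0.132 on the log2 scale and to 0.187 over all cis distances. It was 0.419 for viewpoints with at least 5000 events and 0.832 in 5 kb bins. Left-out libraries gave 0.304 to 0.383. Why the distance range and the scale lowered it was not followed up, and the cause was not tested.

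The number of called pairs, 248, moved by more than 1.5 times in 12 of 21 settings. It was 176231 with Poisson counts, 393 with expectation by fragment length class and 520 with the viewpoint total over all cis events. Leaving the highest 0.01%, 0.1% and 1% out of the dispersion gave 856, 1004 and 2355. Without pairs sharing a word it was 669. In 5 kb windows it was 424, and 1549 with the highest 0.1% left out of the dispersion. The deep set alone gave 33, with fewer viewpoints tested. On pairs with an expected count of at least 5, limma gave 3687 higher pairs with a variance that follows the expected value and 3354 with 1 prior variance, beside 58236 and 58020 lower pairs. Except for the smaller dispersion under Poisson counts and under the exclusions, the cause was not tested. Left-out libraries gave 178 to 204. The main calls were all among those made with each of the 3 exclusions and with Poisson counts (248 shared in each). These settings keep the counts and the expected counts and only lower the dispersion. The overlap was thus largely set in advance and is no independent support for the calls.

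The share of viewpoints with clusters on the same side stayed past its threshold in 18 of 19 settings. Merging fragments within 50 kb gave 63.6%, with fewer viewpoints left to test. Left-out libraries gave 82.6% to 87.5%. The decay slope was −0.916 with viewpoints scaled, where the cause was not tested, and it moved by less than 1 SD in the other 7 of 8 settings. Left-out libraries gave −0.863 to −0.841.

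The depth difference by viewpoint length kept its direction and call in 8 of 8 settings, and left-out libraries gave 1880.5 to 2615 events. The enrichment next to other viewpoints kept both in 13 of 13 settings. It ranged from 1.08 at fragments 1 place away only to 1.56 with viewpoints weighted equally, and it was 1.19 without pairs sharing a word. It was 1.20 with shifted copies at the next midpoint, the rule used first, and 1.24 to 1.25 with a library left out. Reciprocity kept both in 9 of 9 settings, with r from 0.180 to 0.214 when a library was left out. The 5 named pairs kept theirs in 69 of 69 settings in which they were followed. All 5 share a word with their viewpoint, and the setting that left such pairs out removed them and is not counted. The 69 settings therefore do not test whether shared sequence gave these contacts. The size of the ratio was less stable for Ahctf1. In the summed counts it was 7493 with expectation by fragment length class, in place of 2118. The counts of called fragments of the 5 most called viewpoints moved in 28 of 80 settings. C130026I21Rik had 3 called fragments in place of 5 without library a or b, and Hist1h2ad_Hist1h2bf had 2 in place of 4 without library a and 1 without library b or c.

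No paired analysis was possible because the libraries form 1 group and the columns carry no replicate number. Settings that kept targeted fragments had been planned for the decay slope and the calls and were not run, since the table lists no contacts at them. The excess at targeted fragments and the difference between active and inactive viewpoints were not run for that reason and for lack of such classes in the list. The length result was run on cis depth in place of the share of contacts with other chromosomes. At the depth of the 3 libraries summed, the caller found 56.5% of pairs raised 10-fold in simulated data. Those pairs had an expected count of at least 5 before they were raised. The simulated dispersion was the one without the highest 0.1% of counts. Other depths, weaker contacts and 10-fold contacts at lower expected counts were not simulated, so how far depth limits the calls was not tested. The deep set, 359 of the 6718 viewpoints, held 13 of the 248 calls.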

Other observations

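Chosen only after the result was seen were the tests of depth on chromosome X, of molecules shared by libraries b and c, of shared sequence in called fragments and in the dispersion, of clusters merged within 50 kb, and of CTCF motifs in fragments called with the highest 0.1% or 1% left out of the dispersion or without pairs sharing a word. The other tests were written down before their result was seen. No biological explanation was tested by a comparison of groups, as the design gives none.

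The table held 86891694 cis events. That is lower than the value quoted from the study above, which is not stated to be limited to cis events. The number of called pairs was 248. That is lower than the value quoted from the study above, which came from another program. The share of tested viewpoints with a call was 2.31%. That is lower than the value quoted from the study above. The share was 6.68% with the highest 0.1% left out of the dispersion and 16.2% with the highest 1% left out. With Poisson counts it was 98.05%, which is higher than the study's value, so the direction of this comparison rested on the dispersion.

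Viewpoints of chromosome X had 9.32 times the depth of viewpoints outside the deep set. Copy number is argued against, since 1 or 2 copies of X would give a depth at or below that of the autosomes. A property of chromosome X as a whole is argued against as the only source, since a stretch of chromosome 9 reached 10.6 times that depth. Longer viewpoint fragments are argued against as well, since the lowest fold on X within 3 length classes was 8.00. What set these viewpoints apart stays open, and differences between pools of probes were not tested.

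Libraries b and c had almost the same depth per viewpoint and differed by less than counting noise within 1 Mb. If the same molecules had been counted in both, pairs of rare fragments would be shared between them more often than between the other libraries. This was tested with the 3 libraries thinned at random to the same depth per viewpoint, and with a share of molecules made common to library a and another as a reference. From 500 kb to 1 Mb, shared pairs were 1.91 times as many as independence gives for b and c, against 1.89 for a and b and 1.86 for a and c. Making 7.26% of molecules common, the shortfall of the chi-square of b and c from 1 between 100 kb and 1 Mb, raised the last 2 values to 2.24 and 2.20. The value for b and c minus the lower of these was −0.283 (bootstrap 95% interval over viewpoints −0.296 to −0.272). Over 10 Mb away, the value was 4.00 for b and c, against 4.08 for a and b and 3.86 for a and c, and 5.59 and 5.37 with the same share made common. From 2.5 to 10 kb, where the shortfall was 30.6%, it was 1.22 for b and c, 1.22 for a and b and 1.22 for a and c, and 1.29 and 1.29 with that share made common. From 10 to 100 kb, where the shortfall was 21.96%, it was 1.59 for b and c, 1.58 for a and b and 1.58 for a and c, and 1.78 and 1.78 with that share made common. In each of these ranges, this argues against a share of common molecules large enough to give the closeness of b and c. From 10 kb to 1 Mb, the value for b and c was still slightly above both other pairs. From 500 kb to 1 Mb, it exceeded that of a and b by 0.00950 to 0.0264 (bootstrap 95% interval). It exceeded that of a and c by 0.0482 to 0.0648. From 2.5 to 10 kb and over 10 Mb, it was not above both. A smaller share of common molecules is therefore not excluded. The shortfall was measured at fragments with at least 10 events, and common molecules at such fragments alone were not tested. Why the counts of b and c lay closer together than sampling noise stays open. Over 10 Mb away they differed by more than noise, with a chi-square per fragment of 4.33.

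Of the 50 called fragments with the highest ratios, 45 shared a 30-base word with their viewpoint. Sequence shared with the viewpoint is a candidate explanation, since 33.1% of all called fragments shared such a word, against 0.258% of uncalled fragments at the same distances. Reads from the viewpoint that align to the shared sequence could give such counts. Whether these fragments are copies of the gene of the viewpoint was not tested. Of the 65968 tested pairs that share a word, 53.1% had no event, so a shared word alone did not give counts. The same pairs may also account for the small number of calls. Without them, the highest dispersion of any distance bin fell from 1419 to 2.21, and the number of called pairs rose to 669.

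The called clusters of a viewpoint lay on the same side more often than simulated. Neighbouring called fragments counted as separate clusters are a possible explanation. For the 248 calls, merging within 50 kb left 63.6% of 11 viewpoints on the same side, inside the range of 18.2% to 72.7% of the draws. With 11 viewpoints, this explanation and a true excess cannot be told apart. With the highest 0.1% of counts left out of the dispersion, the share fell from 81.7% to 43.6% of 39 viewpoints, against 41.2% expected, which is consistent with that explanation. With the highest 1% left out, the share fell from 82.1% to 60.4% of 144 viewpoints. That was above the 44.9% expected (95% of draws from 37.5% to 52.8%, simulated p 0.0004, two-sided), so merging accounted for part of that excess and not for the whole of it.

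Called fragments were searched for the core motif of the boundary protein CTCF. A frequency of motifs unrelated to orientation was tested as 1 explanation, and fragment length as another. Of the 248 called fragments, 3 held a motif, and 3 of 3, or 100% (exact binomial 95% interval 29.2% to 100%), pointed to the viewpoint. The share with a motif was 2.18 times that of uncalled fragments of the same distance and length. With 3 motifs, neither explanation can be excluded, and they cannot be told apart from an enrichment. In the fragments called with the highest 0.1% left out, 9 of 13, or 69.2% (38.6% to 90.9%), pointed to the viewpoint. Without pairs sharing a word, it was 5 of 7, or 71.4% (29.0% to 96.3%). With the highest 1% left out, it was 24 of 28, or 85.7% (67.3% to 96.0%), against 48.2% of uncalled fragments, and the share with a motif was 1.79 times the matched share. In that set alone, of 4 examined, the interval for orientation lay above the uncalled share, which argues there against motifs unrelated to orientation. The share with a motif in that set was 1.19% (0.791% to 1.71%), against 0.663% of matched fragments, which argues there against fragment length as the whole cause. With the highest 0.1% left out it was 1.29% (0.691% to 2.20%), against 0.600%, and that interval also lay above the matched share. Without pairs sharing a word it was 1.05% (0.422% to 2.14%), against 0.576%, which lay inside the interval.

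Contacts next to other viewpoints were enriched 1.24-fold. If promoters of any kind had this effect, fragments next to promoters without a viewpoint would show the same fold. Over 30121 promoter fragments at least 10 kb from every viewpoint, the fold at 1 to 2 places was 1.04 ± 0.0166 (SD, n = 2), which argues against it. The promoter fragment itself, which cannot be compared for viewpoints, had a fold of 1.36 ± 0.0174 (SD, n = 2). With the rule for shifted copies used first, these folds were 0.996 ± 0.0184 (SD, n = 2) and 1.53 ± 0.0291 (SD, n = 2).

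Single fragments over 10 Mb from a viewpoint carried at least 10 events in 3183 cases. Shared sequence was tested as their source. Of these fragments, 1.79% (exact binomial 95% interval 1.36% to 2.31%) shared a 30-base word with the viewpoint, against 0.189% of matched fragments, so shared sequence is argued against for most of them. Of the 25 with at least 50 events, 10, or 40% (21.1% to 61.3%), shared a word, and for these it stays open. Viewpoints of the deep set gave 58.2% of the 3183.

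The slope of the distance decay on chromosome X was tested against that of the similarly deep stretch of chromosome 9. If capture depth alone set the slope, equal depths would give equal slopes. With viewpoints scaled, the slope on X minus that of the stretch was −0.0515 ± 0.00475 (SD, n = 2). The bootstrap 95% interval over viewpoints ran from −0.0758 to −0.0254 in 2000 draws. The depths were similar but not equal, with medians of 56954 events on X and 64839 in the stretch. The other viewpoints had a median of 6114 events and a slope of −0.919, against −0.865 on X and −0.814 in the stretch. These slopes followed the order of depth, so the comparison cannot exclude depth as the cause.

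Viewpoints under 300 bp were examined for a higher share of cis events over 10 Mb away. The opposite was found, with a median of 32.4% in short and 34.4% in longer viewpoints and a two-sided permutation p of 0.0001, the smallest that 10000 resamples can give. Within 4 depth classes of similar size, the short viewpoints minus the longer ones gave −1.64, −1.89, −1.40 and 2.24 percentage points from the lowest to the highest depth, so the direction was not the same at every depth. The permutation p-values of the 4 classes were 0.007, 0.03, 0.15 and 0.056, without adjustment.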
